A study of Rattus norvegicus with 11 samples. Its data were reported in "Halofantrine protects photoreceptors in multiple models of retinal degeneration" (2026).

How the data were processed

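Retinal RNA from 11 female rats was measured by RNA sequencing, with 1 library per animal. Per the study's methods, total RNA was purified on columns, and strand-specific libraries of polyadenylated RNA were prepared. Groups were taken from the sample labels: untreated wild type (n = 2), P23H with DMSO (n = 5) and P23H with halofantrine (n = 4). Replicates were numbered in the order of deposition, and these numbers pair no samples.

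The authors aligned reads to the rat Ensembl transcriptome with kallisto, which assigns reads to transcripts without a genome alignment and divides reads that fit several transcripts among them. Genes with near-identical copies can therefore share counts. The authors then summed transcripts to genes with tximport. The deposited gene table and transcript table hold estimated counts, many of them not whole, with no scaling for depth. The deposited gene table has 12037 genes and was already restricted by a filter that was not stated, while the deposited transcript table has 95472 transcripts. A further table deposited by the authors holds a normalized signal, which equals the gene counts divided by 1 constant per library. Its column sums differ between libraries, so that it is scaled to an effective library size and not to plain counts-per-million. The authors' table of halofantrine against DMSO holds log2 fold changes and mean log2 expression, p-values and adjusted p-values, and moderated t and log-odds scores from limma. The samples in that fit were not stated.

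Totals of the gene table lay between 11685202 and 34198536 estimated counts per library. Each pair of libraries differed by more than counting error, with a ratio of chi-square to degrees of freedom of at least 6.87. The precision depended on which libraries were included, as given below. Counts were rounded to whole numbers. Genes were kept by the filterByExpr rule of edgeR, which removed 6 of 12037 genes and left 12031. The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM factors and all 11 libraries in a single fit, so that the 3 groups shared an estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. The study's own rule, an unadjusted p under 0.05 with a change of at least 1.2-fold, was applied as well, without its limit on the number of genes. Levels are given as CPM scaled by TMM factors, and log2 CPM was computed with a prior count of 2. Principal components were computed on centred log2 CPM. Duplicate deposits were searched for by a chi-square test of each pair of libraries over genes with a total of at least 20 counts.

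Movement toward wild type was measured as a slope through the origin, over genes, of mean log2 CPM in halofantrine minus DMSO on wild type minus DMSO. It was tested by an exact one-sided permutation over all 126 splits of the 9 P23H libraries, and set beside 100 simulated draws with no effect. Among the 200 genes with the smallest p between halofantrine and DMSO, by limma on log2 CPM of the P23H libraries, the share that moved in the direction of wild type was compared with that in other splits, 100 of them drawn at random with the real one included. Counts of genes past a threshold were compared with 100 such splits as well.

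The test was tried on simulated counts for 12031 genes, drawn from the real means, spreads and library sizes, with 200 genes changed. At a log2 change of 1, the edgeR test recovered 74.5% of the changed genes, and 3.25% of its calls were false. At a log2 change of 2 it recovered 96.0%, with 8.13% of calls false. DESeq2 recovered 87.0% and 97.5%, with 14.3% and 17.0% of calls false. The slope test on simulated counts gave 1 of 126 splits as large when the halofantrine libraries had been moved by a share of 0.5 toward wild type, and 79 of 126 when they had not been moved. For the slope, the simulated spread had an upper limit, the wild-type difference was drawn at random, and no library stood apart. These counts therefore do not show how well the slope test detects movement in the real libraries.

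Alternatives were limma-voom (limma 3.58.1), DESeq2 1.42.0, a surrogate variable from sva 3.50.0, other scalings and filters, counts left unrounded, a fit of the P23H libraries alone, other fold thresholds and prior counts, and each library left out in turn. These were fixed before the data were examined. The authors' effective library sizes, limma-voom with sample weights, robust dispersions, both outlying libraries left out, and a choice of genes for the slope that does not use the treatment labels were added after the data had been seen.

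The genes to be named were fixed before the data were examined: for each of halofantrine against DMSO and DMSO against wild type, those with the smallest p that rose and that fell, among genes of at least 1 CPM on average whose groups did not overlap. The files do not pair identifiers with symbols, and 0 entries of the gene name table used here carry an Ensembl identifier, so 0 identifiers could be matched. The first 2 that rose and the first 2 that fell are therefore given, by identifier. Genes and gene lists fixed by symbol were not analysed here. They comprised the genes the study names, markers of rods, cones and other retinal cells, a check of the sex label, and lists for oxidative phosphorylation, ribosome and proteasome. Positions in the genome, gene length and GC content were not used here either.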

Results

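RNA sequencing was performed on the retinas of 11 female rats in 3 groups. The P23H rat carries a transgene for a mutant form of rhodopsin, the light-absorbing protein of rods, and its photoreceptors degenerate over time. Retinas of 4 P23H rats had received halofantrine, a drug developed against malaria, and retinas of 5 P23H rats had received its solvent DMSO. The remaining 2 retinas came from untreated wild-type rats of another strain cross. The wild-type group thus differed from the P23H groups in genotype, in strain cross and in injection at once, and these could not be separated. Its sample titles also end in L where all P23H titles end in R, letters whose meaning the labels do not give, and any difference behind them could not be separated either. Animal numbers ran from 30718 to 30725 in the halofantrine group and from 30948 to 31503 in the DMSO group. The ranges did not overlap, so that any litter or cohort that follows the numbers could not be separated from treatment. The labels gave no sequencing batch or date.

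The gene table held 12037 genes, with estimated counts per library. The total per library was between 11685202 and 34198536 counts in the DMSO group (n = 5) and between 14742239 and 29227017 counts in the halofantrine group (n = 4). The wild-type libraries had totals of 18194941 and 12760768 counts. No pair of libraries agreed within sampling noise. The lowest ratio of chi-square to degrees of freedom was 6.87, for the wild-type pair, so each library was counted as 1 replicate. Genes are named here by their Ensembl identifiers, since the files do not pair these with symbols.

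Similarity between libraries was examined first, over 12031 genes that passed the filter on low counts. The correlations given here run across genes, which are not independent replicates. Leaving aside P23H DMSO replicate 3 and P23H halofantrine replicate 1, Pearson's r of log2 counts-per-million values (CPM) was between 0.965 and 0.990 for libraries of the same group. The corresponding range between DMSO and halofantrine libraries was 0.952 to 0.987. P23H DMSO replicate 3 correlated with the other P23H libraries at only 0.815 to 0.844, and with wild type at 0.679. P23H halofantrine replicate 1 correlated with libraries other than that one at 0.880 to 0.942.

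The transcript table, which holds 95472 transcripts, was used to look for RNA found in 1 library alone. A transcript was counted where it was over 5 CPM in 1 library and under 0.5 CPM in each of the others. There were 230 such transcripts in P23H DMSO replicate 3 and 131 in P23H halofantrine replicate 1, against 0 to 7 in the other 9 libraries. Together they made up 5502 and 3874 CPM of these libraries.

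**Figure D1:**
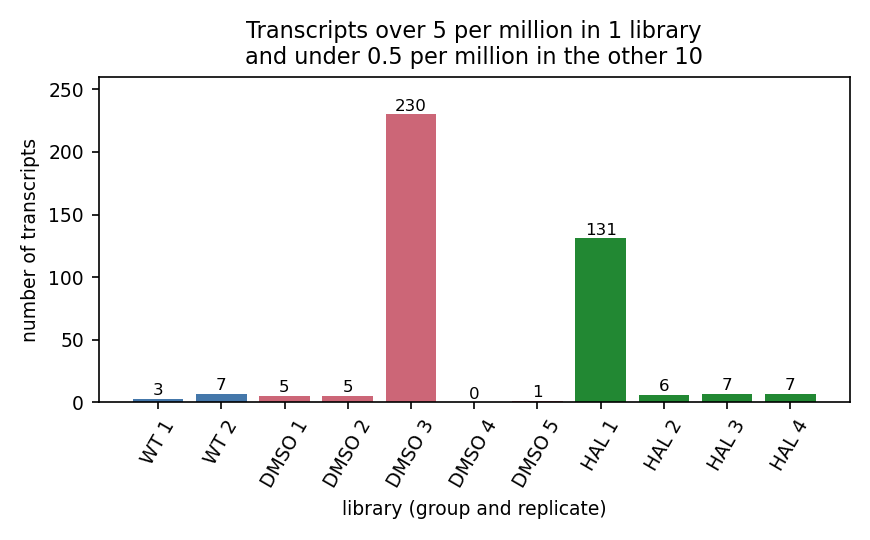
Number of transcripts (vertical axis, starting at 0) over 5 CPM in 1 library and under 0.5 CPM in all others, for each of the 11 libraries (WT, wild type; HAL, halofantrine). P23H DMSO replicate 3 has 230 and P23H halofantrine replicate 1 has 131, and no other library has more than 7.

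On principal component analysis, the first component held 57.1% of the variance. The wild-type libraries lay at 59.7 ± 0.0903 on it (SD, n = 2), the halofantrine libraries at -4.52 ± 6.16 (SD, n = 4) and the DMSO libraries at -20.3 ± 38.5 (SD, n = 5). The halofantrine mean was therefore nearer to wild type than the DMSO mean, by less than the SD of the DMSO group. This order rested on P23H DMSO replicate 3, which lay at -88.9. Without counting it, the DMSO mean was -3.08 ± 3.74 (SD, n = 4), nearer to wild type than the halofantrine mean and again within the spread between replicates. The halofantrine mean was in turn lowered by P23H halofantrine replicate 1, at -13.3. The other halofantrine libraries lay between -3.83 and 0.961, so on these axes the reversed order depended on that library. The components were also refitted without P23H DMSO replicate 3. The DMSO mean was then -13.7 ± 1.73 (SD, n = 4) and the halofantrine mean -15.5 ± 2.95 (SD, n = 4). Halofantrine libraries other than replicate 1 lay between -16.6 and -12.0, and the DMSO libraries between -15.0 and -11.2. After the refit these groups thus overlapped.

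**Figure D2:**
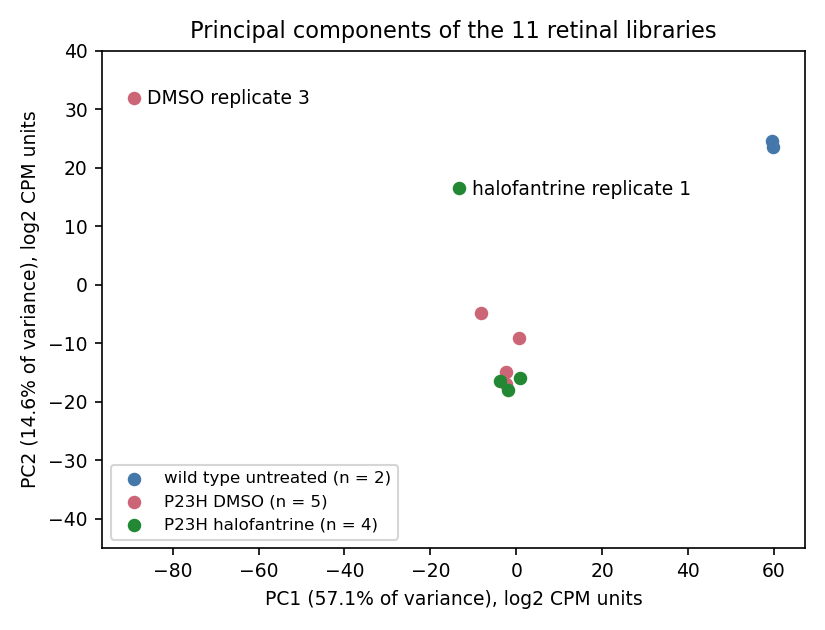
Scores of the 11 libraries on the first principal component (57.1% of variance, horizontal axis) and the second (14.6%, vertical axis) of log2 CPM, with 1 point per library coloured by group. P23H DMSO replicate 3 lies at -88.9 on the first component, away from the other P23H libraries, which lie between -13.3 and 0.961.

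The effect of halofantrine in the P23H retina was tested by comparing the halofantrine libraries with the DMSO libraries. Of 12031 genes, 1 had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), and 1310 had an unadjusted p under 0.05, where chance alone gives 602. Under a rule of unadjusted p under 0.05 and a change of at least 1.2-fold, 1054 genes passed, 598 higher and 456 lower with halofantrine. Of the alternatives, limma-voom with sample weights moved both counts by the most genes, to 742 by adjusted p and to 2092 by the unadjusted rule. A threshold of 1.5-fold gave 317 genes by the unadjusted rule, 104 higher and 213 lower. With P23H DMSO replicate 3 left out, 1 gene again passed the adjusted threshold and 1415 passed the unadjusted rule, but these were 1111 higher and 304 lower. The biological coefficient of variation (the spread between replicates beyond counting error) was 0.266 with all libraries and 0.173 without that library. In 357 genes (2.97%) the 4 halofantrine values and the 5 DMSO values did not overlap, where chance gives 1.59%.

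The gene past the adjusted threshold was ENSRNOG00000031706. Its level was 14.5 ± 3.50 CPM in the DMSO group (SD, n = 5) and 48.5 ± 9.79 CPM in the halofantrine group (SD, n = 4), a log2 fold change of 1.73 with a standard error of 0.188 (adjusted p 0.0231 by edgeR's quasi-likelihood test). All 4 halofantrine libraries, at 37.9 to 57.2 CPM, were above all 5 DMSO libraries, at 10.2 to 19.5 CPM. The wild-type level was 33.4 ± 2.08 CPM (SD, n = 2). DMSO was below wild type by a log2 fold change of -1.20 (adjusted p 0.00550 by edgeR), and the difference of halofantrine from wild type did not pass the threshold (0.54, adjusted p 0.165 by edgeR). In 8 of the 11 fits that each left out 1 library, the adjusted p for halofantrine against DMSO rose to between 0.0501 and 0.160, with the log2 fold change at 1.64 to 1.86 over all 11 fits.

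The other genes named for this comparison did not pass the adjusted threshold, each with an adjusted p of 0.407 by edgeR's quasi-likelihood test, although their groups did not overlap. ENSRNOG00000062531 was higher with halofantrine, at 63.3 ± 13.2 CPM (SD, n = 4) against 37.8 ± 4.42 CPM (SD, n = 5), a log2 fold change of 0.74 (SE 0.136). ENSRNOG00000013907 was lower, at 8.63 ± 0.691 CPM (SD, n = 4) against 14.7 ± 1.75 CPM (SD, n = 5), a log2 fold change of -0.77 (SE 0.138). ENSRNOG00000013934 was lower as well, at 42.5 ± 2.04 CPM (SD, n = 4) against 57.0 ± 3.64 CPM (SD, n = 5), a log2 fold change of -0.43 (SE 0.0765). Wild-type levels of these genes were 43.7 ± 0.784, 3.29 ± 0.146 and 29.1 ± 0.796 CPM in that order (SD, n = 2). DESeq2 and limma-voom with sample weights both placed these 3 genes past the adjusted threshold.

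**Figure D3:**
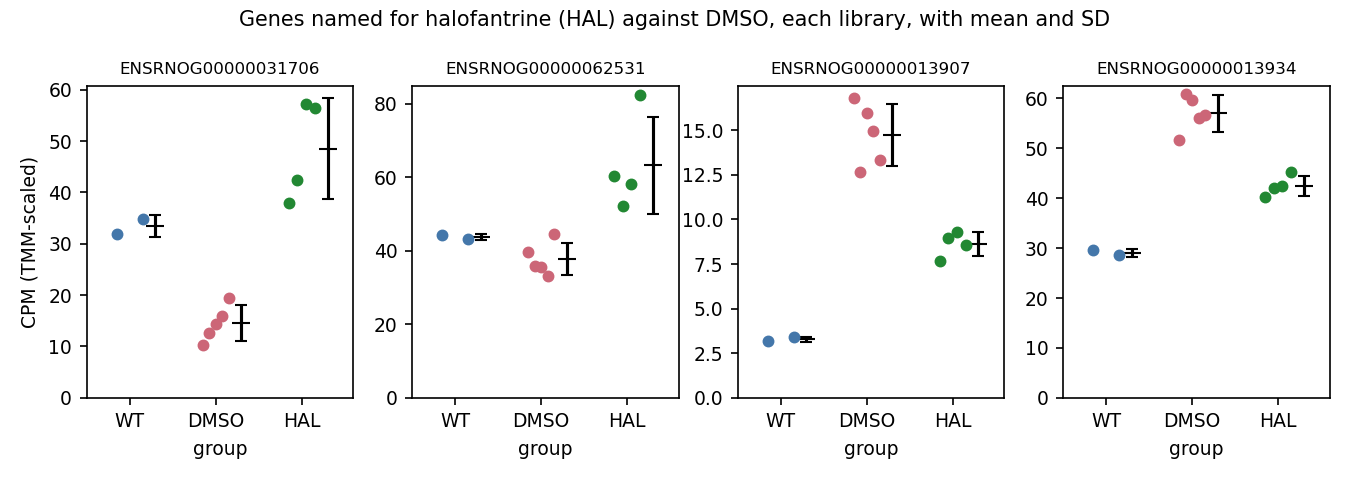
Levels in CPM (vertical axis, starting at 0) of the genes named for halofantrine against DMSO, in wild type (n = 2), DMSO (n = 5) and halofantrine (n = 4). Each point is 1 library and the bars beside the points give the mean and SD; for ENSRNOG00000031706 the halofantrine libraries lie at 37.9 to 57.2 CPM and the DMSO libraries at 10.2 to 19.5 CPM.

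The difference between the mutant and the wild-type retina was measured by comparing P23H DMSO with wild type. By adjusted p under 0.05 (edgeR quasi-likelihood test), 2548 genes differed, 1308 higher and 1240 lower in P23H DMSO. The alternative that moved this count most was limma-voom with sample weights, with 7207 genes. Without P23H DMSO replicate 3 the count was 3646. The groups did not overlap in 6117 genes (50.8%), where chance gives 9.52%. ENSRNOG00000017525 had the smallest p, with 29.5 ± 3.94 CPM in DMSO (SD, n = 5) and 0.903 ± 0.224 CPM in wild type (SD, n = 2), a log2 fold change of 5.00 (SE 0.223, adjusted p 2.4e-06 by edgeR). ENSRNOG00000076926 was higher as well, at 56.8 ± 8.23 against 6.61 ± 0.576 CPM (log2 fold change 3.10, SE 0.184, adjusted p 2.49e-05 by edgeR). ENSRNOG00000004928 was lower, at 5.20 ± 0.826 against 32.4 ± 0.691 CPM (log2 fold change -2.64, SE 0.174). ENSRNOG00000019005 was lower, at 15.9 ± 2.06 against 73.0 ± 0.608 CPM (log2 fold change -2.20, SE 0.145). Both of the lower genes also had an adjusted p of 2.49e-05 by edgeR. The halofantrine group differed from wild type in these genes in the same direction, by log2 fold changes of 5.00, 3.19, -2.11 and -2.04 in the order given.

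Halofantrine-treated P23H retinas were then compared with wild type. Here 1580 genes passed the adjusted threshold in the edgeR quasi-likelihood test, 668 higher and 912 lower with halofantrine. The count was lower than that for DMSO against wild type, but most of this gap rested on P23H DMSO replicate 3. Without it, 3588 genes passed for halofantrine and 3646 for DMSO. That library is not part of the comparison of halofantrine with wild type, and entered it through the estimate of spread and the scaling, which all groups shared. The alternative that moved the count most was limma-voom with sample weights, with 6622 genes.

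Whether halofantrine moved expression toward wild type was tested over all 12031 genes. The difference of halofantrine from DMSO in mean log2 CPM was regressed through the origin on the difference of wild type from DMSO. A slope of 0 stands for no movement and a slope of 1 for a full return to the wild-type level. Both differences contain the DMSO libraries, so the slope is above 0 even with no effect. Counts simulated with no treatment effect gave a median slope of 0.0445 and a median r of 0.141. The observed slope was 0.181 (r = 0.476 across genes). The median slope over all 126 splits of the P23H libraries into groups of 4 and 5 was 0.147, and 36 splits gave a slope as large as the observed one (exact one-sided permutation p 0.286). Slopes lay between 0.128 and 0.224 in the 70 splits with P23H DMSO replicate 3 among the 5, and between -0.170 and -0.102 in the 56 splits with it among the 4. Without that library, the slope over these genes was 0.0570 and 26 of 70 splits gave one as large (exact one-sided permutation p 0.371). The permutation p was under 0.05 in 1 alternative, restricted to genes that differed between DMSO and wild type, with a slope of 0.158 (exact one-sided permutation p 0.00794). The real DMSO group had chosen those genes. With genes chosen by comparing all P23H libraries with wild type, the slope was 0.104 over 2409 genes, and 18 of 126 splits gave one as large (exact one-sided permutation p 0.143).

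**Figure D4:**
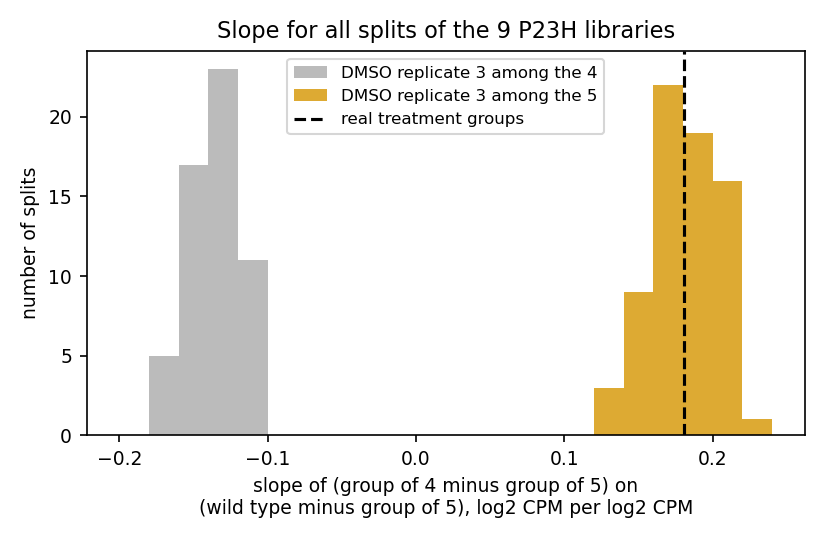
Number of splits (vertical axis) by slope of the difference between the group of 4 and the group of 5 on the difference between wild type and the group of 5 (horizontal axis, log2 CPM per log2 CPM), for all 126 splits of the P23H libraries. Colour shows the side on which P23H DMSO replicate 3 fell, and the dashed line is the slope of the real treatment groups, 0.181.

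The authors' deposited table of halofantrine against DMSO was compared with these results. In the authors' deposited table, 0 of 12037 genes had an adjusted p under 0.05, the smallest being 0.0963, and 1125 had an unadjusted p under 0.05. By unadjusted p and 1.2-fold, 876 genes passed in the authors' deposited table, 570 higher and 306 lower. Of these, 663 were among the 1054 found here, all in the same direction. Both lists compare the same treatment groups, so agreement was to be expected. ENSRNOG00000031706 ranked first in the authors' deposited table, with a log2 fold change of 1.68 (adjusted p 0.0963 by limma).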

Values the study reported

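The study called a gene changed when p was under 0.05 and the fold was 1.2 or more, and limited each list to 500 genes going up and 500 going down. It named Sumo3 and Lipa as the most significant genes responding to halofantrine in the P23H rat retina. Across its disease models, it reported 46 differential genes shared by at least 2 models and 18 pathways perturbed in 2 or more models.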

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

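The tests in this part were chosen after the values had been seen. A library was looked for that stood apart from its own group in 34 sets of values, covering 9 measures of each library and the 8 genes named, each in the DMSO and the halofantrine group. Such a library was found in 12 sets, where chance gives 1.7. P23H DMSO replicate 3 or P23H halofantrine replicate 1 stood apart in 11 of the 12. The measures are not independent of each other.

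P23H DMSO replicate 3 stood apart in 6 measures. Its mean correlation with its own group was 0.829, against 0.933 to 0.943 for the others. Its counts outside the gene table made up 3.41% of the transcript table, against 1.71% to 1.90%. The 20 genes highest on average over all 11 libraries held 5.64% of its counts, against 8.46% to 9.49%. It lay at -88.9 on the first principal component and at 31.9 on the second, where the other DMSO libraries lay between -8.26 and 0.661 and between -17.0 and -4.81. The transcripts found in it alone numbered 230, against 0 to 5 in the other DMSO libraries and at most 7 in wild type. The comparisons between groups used sums of transcripts by gene, so those of these transcripts whose genes were kept entered them. How many did was not counted.

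Several technical explanations of P23H DMSO replicate 3 were tested. Depth is argued against, since its total of 21066605 counts lay inside the range of the other libraries. The 100 highest genes did not account for its low correlation, since its highest value with any library was 0.832 without them and 0.844 with them. This check is weak, since 100 of 12031 genes can move a correlation across genes only a little. An exchange with another library of the series is argued against, since its highest correlation with any of them was 0.844, below the 0.965 that replicates reached at least. An effect of the authors' gene filter is argued against, since it was apart in the transcript table too. Over the 31759 transcripts of at least 1 CPM on average, its highest correlation with any library was 0.777, below the lowest value of 0.793 between other P23H libraries. Over all 95472 transcripts it was 0.921, by a narrow margin below the lowest value of 0.922 between them, and each of those 7 libraries had a highest correlation of at least 0.942. A stronger form of the difference between DMSO and wild type would be a biological explanation. At most 25.4% of the variance of its deviation lay along that difference, which argues against a step in proportion to it as the whole cause. Such a step remains open as a part, and a stronger form out of proportion to the difference was not tested. The share of variance was computed with different DMSO libraries on either side. The deviation ran in the direction of the difference (r = 0.455 and, with these libraries exchanged, 0.504 across genes). Of the 3646 genes that differed between DMSO and wild type without this library, 70.8% lay further the same way in it.

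RNA of cells or tissue that the other libraries lack is a candidate explanation that stays open for P23H DMSO replicate 3. The 230 transcripts found in it alone raised this explanation, so they do not test it. In this library 1184 genes were over 2-fold above the mean of the other DMSO libraries and 332 over 2-fold below it. The source was not tested, because marker genes are known by symbol and the identifiers here have none. Reads from another organism, GC content and transcript length were not tested, as no sequences were used here.

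P23H halofantrine replicate 1 stood apart in 5 measures. Its mean correlation with its own group was 0.932, against 0.961 to 0.967. Its counts outside the gene table made up 3.79%, against 1.58% to 1.70%. The 20 genes highest on average over all 11 libraries held 11.6% of its counts, against 9.97% to 10.2%. It lay at 16.4 on the second principal component, against -18.1 to -15.9. The transcripts found in it alone numbered 131, against 6 or 7 in the other halofantrine libraries and at most 7 in wild type.

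The same explanations were tested for P23H halofantrine replicate 1. Its total of 29227017 counts lay inside the range of the other libraries, which argues against depth. Its highest correlation with any library was 0.942, below the 0.965 that replicates reached at least, which argues against an exchange. Without the 100 highest genes it was 0.937 and thus no higher, so those genes did not account for the low correlation. This check is weak, since 100 of 12031 genes can move a correlation across genes only a little. The matching value for replicates was not computed. The authors' gene filter stays open. Over the transcripts of at least 1 CPM on average its highest correlation with any library was 0.831, above the lowest value of 0.793 between other P23H libraries, and over all transcripts it was 0.940, above 0.922. A second comparison, added after the value of 0.831 was known, gave the opposite answer, as each of the other 7 P23H libraries had a highest correlation of at least 0.857 over the former and 0.942 over the latter. RNA of cells or tissue that the other libraries lack is again a candidate explanation that stays open, raised and not tested by the 131 transcripts. A biological cause was not tested for P23H halofantrine replicate 1.

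Both libraries might owe their own transcripts to a common source. Of the 287 transcripts that were over 5 CPM in P23H DMSO replicate 3 and under 0.5 CPM in the 9 libraries other than these 2, only 12 were over 5 CPM in P23H halofantrine replicate 1 too. With any other library in its place, at most 1 was. At a lower limit of 0.5 CPM, 57 of the 287 were found in P23H halofantrine replicate 1, against at most 13 with any other library in its place. A common source for all of these transcripts is argued against, since 230 were under 0.5 CPM in P23H halofantrine replicate 1 and 131 of those over 5 CPM in the latter were under 0.5 CPM in P23H DMSO replicate 3. A shared part stays open. Across genes, the deviations of both libraries from their groups had r = 0.261.

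ENSRNOG00000076926 was lower in P23H DMSO replicate 2, at 42.2 CPM, than in the other DMSO libraries, at 59.3 to 62.6 CPM. Chance among the sets of values tested is a candidate explanation, since 1 of the 34 sets was set apart by a library other than the 2 discussed above, where chance gives 1.7. No biological explanation was tested for it.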

How the results depend on the processing

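For halofantrine against DMSO, the count of 1 gene by adjusted p was 1 under the other scalings and filters tried, unrounded counts, a surrogate variable, limma-voom and robust dispersions. It fell to 0 in the fit of the 9 P23H libraries alone, where 981 genes had an unadjusted p under 0.05. It rose to 34 with DESeq2 (24 higher, 10 lower), to 742 with limma-voom and sample weights (564 higher, 178 lower) and to 2 with both outlying libraries left out. Over the 11 fits that each left out 1 library it was from 0 to 2. Across those fits the count at an unadjusted p under 0.05 was lowest, at 618, without P23H halofantrine replicate 4. DESeq2 gave more false calls than edgeR in simulated data, and its adjusted p was missing for 312 genes.

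The sample weights gave P23H DMSO replicate 3 a weight of 0.0976 and P23H halofantrine replicate 1 a weight of 0.165, the lowest of the 11 libraries. The 742 genes were not beyond what other groupings give: 8 of 100 splits of the P23H libraries gave as many, the real one included, with up to 2254 genes.

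The count by unadjusted p and 1.2-fold, 1054, became 317 at a threshold of 1.5-fold, which by construction keeps fewer genes, and 2092 with sample weights. The balance of directions turned over at 1.5-fold, with 104 higher and 213 lower, against 598 higher and 456 lower at 1.2-fold. Over the fits that each left out 1 library it was from 517 (without P23H halofantrine replicate 4) to 1464 (without P23H halofantrine replicate 2). The share of these genes that were higher with halofantrine was 56.7% with all libraries. Over the fits that each left out 1 library it was from 48.9% (without P23H DMSO replicate 4, 461 higher and 481 lower) to 78.5% (without P23H DMSO replicate 3).

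For DMSO against wild type, the count of 2548 genes became 1727 with limma-voom (634 higher, 1093 lower), 3502 with a surrogate variable (2152 higher, 1350 lower), 3400 with DESeq2, 7207 with sample weights and 5387 with both outlying libraries left out. It was from 2038 to 3646 over the 9 fits that each left out 1 P23H library. For halofantrine against wild type, the count of 1580 (668 higher, 912 lower) became 2931 with a surrogate variable (1678 higher, 1253 lower). With limma-voom it became 1024 (291 higher, 733 lower) and with DESeq2 2491 (980 higher, 1511 lower). With sample weights it became 6622 (3650 higher, 2972 lower), and with both outlying libraries left out 5472 (2683 higher, 2789 lower). The direction with more genes thus depended on the method. It was from 890 (without P23H halofantrine replicate 3) to 3588 (without P23H DMSO replicate 3) over the fits that each left out 1 P23H library. It was 892 without P23H halofantrine replicate 4 and 2787 without P23H halofantrine replicate 1. Leaving out P23H DMSO replicate 3 lowered the biological coefficient of variation from 0.266 to 0.173, and leaving out both outlying libraries lowered it to 0.134. For the other changes, the cause was not tested.

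Scaling by library size alone moved the median log2 fold change of all genes to 0.15 for DMSO and 0.17 for halofantrine against wild type, from 0.04 and 0.05. The split of calls moved with it, from 1308 higher and 1240 lower to 1927 higher and 795 lower for DMSO, and from 668 higher and 912 lower to 1198 higher and 536 lower for halofantrine. Other scalings moved the split the opposite way. The authors' effective library sizes gave 1098 higher and 1548 lower for DMSO, and 574 higher and 1181 lower for halofantrine. The DESeq2 size factors gave 1135 higher and 1449 lower for DMSO, and 566 higher and 1144 lower for halofantrine. The balance of higher against lower genes relative to wild type thus depends on the scaling.

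The slope toward wild type, 0.181, was above 0 under all 20 alternatives. That sign is not evidence of movement, since both differences contain the DMSO libraries, which raises the slope with no effect. The permutation p was under 0.05 in 1 of the 20 alternatives, with a slope of 0.158 (exact one-sided permutation p 0.00794). It used genes with an adjusted p under 0.05 between DMSO and wild type. By construction that choice favours the real grouping, since the real DMSO libraries picked the genes. Over genes picked from all P23H libraries against wild type, 18 of 126 splits gave as large a slope, and without P23H DMSO replicate 3, 22 of 70 splits did, at a slope of 0.0262 over 3934 genes. Permutation p over the 20 alternatives was from 0.00794 to 0.429. The slope was from 0.0548 (without P23H DMSO replicate 3) to 0.229 (without P23H DMSO replicate 2) over the fits that each left out 1 library.

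The 8 named genes kept their direction under each of the 180 alternatives tried. For 165 the call was the same, for 9 it was lost and for 6 it was gained. All 9 losses were of ENSRNOG00000031706, whose adjusted p was from 1.28e-12 to 0.160 over 24 alternatives. The highest adjusted p of the 4 genes named for DMSO against wild type was 0.0113.

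No paired analysis was possible because the replicate numbers follow the order of deposition and pair no samples. The lists fixed by symbol and their tests (camera, with a preset or an estimated correlation, fry and fgsea, and the correction for length and GC content) were not run, since the identifiers could not be matched to symbols.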

Other observations

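The tests in this part were chosen after the values had been seen, except for the count of splits of the slope. The number of genes changed by halofantrine was set against other groupings of the same libraries. Only 2 of 100 splits of the 9 P23H libraries gave at least 1 gene past the adjusted threshold, the real one included. That counts calls and does not test the particular gene, and it did not hold without P23H DMSO replicate 3, as given below. For the count by unadjusted p and 1.2-fold, 20 of 100 splits gave at least 1054 genes, and the other splits had a median of 569 and a highest count of 1930. Without P23H DMSO replicate 3, 10 of 70 splits gave as many genes past the adjusted threshold and 10 of 70 gave as many by the unadjusted rule. A list of this length may therefore arise with no effect of treatment.

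The apparent movement toward wild type in the slope could have a single library as its source. The slope had 36 of 126 splits as large, and without P23H DMSO replicate 3 it was 0.0570, where the median of the splits was 0.0519. Among the 200 genes with the smallest p between halofantrine and DMSO, 79.0% moved in the direction of wild type, with a median of 67.2% over 100 splits, and 27 of the 100 gave as large a share. Without that library the share was 69.5% with a median of 63.5%, and 25 of 70 splits gave as large a share. These tests do not exclude a smaller movement or one confined to some genes. The share of counts in the 20 genes highest on average over all 11 libraries did not rest on that library. It was 8.46% to 9.49% in the other DMSO libraries, 9.97% to 11.6% with halofantrine and 12.6% in both wild-type libraries. This is 1 of 9 measures of each library, and the difference between groups in it was not tested.

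ENSRNOG00000031706 was below its wild-type level with DMSO, and not detectably different from it with halofantrine. A single library as its cause is argued against, since the log2 fold change was at least 1.64 in all 11 fits that each left out 1 library. A litter, strain allele or cohort shared by neighbouring animals cannot be told apart from treatment, since 0 DMSO animals had a number within the halofantrine range. An effect of the drug stays open as a hypothesis, and a further set of animals with interleaved numbers would be needed to test it.

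The authors' deposited table carries a trace of its model. The degrees of freedom implied by its t and p were 33.2 for every gene, where limma-voom fits of the 11 libraries here had 11.1, or 13.4 with sample weights. A candidate explanation is that more libraries entered the fit behind the authors' deposited table than the 11 analysed here. The value of 33.2 raised this explanation and does not test it. A larger prior in the authors' fit would raise the degrees of freedom too and was not examined, so both stay open. Log2 fold changes in that table and here had a Spearman correlation of 0.963 and r = 0.827 across genes.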
